A study of Mus musculus with 7 samples. Its data were reported in "Permissive selection followed by affinity-based proliferation of GC light zone B cells dictates cell fate and ensures clonal breadth" (2021).

How the data were processed

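The 7 libraries are bulk RNA sequencing of B-lineage cells sorted from the spleens of female wild-type C57BL/6 mice, taken 10 days after intravenous immunization with sheep red blood cells, a particulate T cell-dependent antigen. Per the labels, spleen cells were passed over magnetic beads against CD43 (gene Spn) to enrich B cells, red cells were lysed, and the populations were sorted by flow cytometry. Memory B cells (MBCs; 3 libraries) were B220-positive, negative for CD138 and IgD, and positive for CD38 and CD273. Plasma cells (PCs; 4 libraries) were B220-low, CD138-positive and IgD-negative. RNA was amplified with a Nugen cDNA kit and sequenced on an Illumina HiSeq. Groups and replicate numbers were taken from the sample descriptions. The titles also carry a code, of which there are 4; 3 of the codes occur in both groups, and they begin with 1 of 2 prefixes. MBC replicates 1 and 2 and PC replicates 1 to 3 carry the more frequent prefix; MBC replicate 3 and PC replicate 4 share the other prefix and also share a code. The labels do not say what the codes mark.

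The authors deposited transcript abundances in TPM (read counts divided by gene length and scaled to a fixed library total) for 48795 Ensembl mouse genes, rounded to 2 decimals, and all libraries sum to the same total. TPM divides the reads of a gene by its length and then by the library's sum, so a gene family that fills a large part of a library lowers the value of all its other genes. The aligner, the quantification program, the genome build and the annotation release are not stated in the labels or in the body of the study, whose supplementary methods were not used here, so no coordinates are given. Symbols were taken from GENCODE mouse release M21 by gene ID, which matched 48349 genes. The 446 genes without a symbol took at most 0.165% of the TPM of any library. Which of several near-identical immunoglobulin, globin or pseudogene copies a read was given to depends on that program, so values of single members of such families are uncertain, as are those of genes that overlap another gene. No 2 libraries were copies: at least 99.3% of the genes listed above 0 differed in any pair.

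TPM holds no read totals. The depth was therefore estimated from the low values, an analysis chosen after the data were seen. For genes with a single annotated transcript, low TPM values multiplied by the transcript length less an offset fall on whole multiples of what 1 read is worth. Between 76.6% and 84.7% of such values lay near a whole number of reads, where 30.0% would by coincidence. On 4 simulated libraries the worth of 1 read was recovered with an error of at most 0.84%, over 12278 genes. The floor of a library was set at 3 reads of a transcript of 1 kb. Floors cover counting error only, since reads amplified without molecular identifiers are not independent molecules.

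For comparisons of genes, the TPM of each library was divided by its median ratio to the geometric mean over the 9305 genes above 0 in all libraries, because immunoglobulin transcripts were foreseen to take a larger share in PCs. The result is called scaled TPM. The 11573 genes at 1 TPM or more, as deposited, in at least 3 libraries were tested on log2(scaled TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with all 7 libraries and no covariate, since the methods in the body of the study state no test for them. Fold changes are PC minus MBC on this scale, which understates the change of low genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 1. Gene lists were tested with camera, at a preset correlation of 0.01, and with fry, each adjusted over the 5 lists tested. Shares of TPM used the deposited values and an exact two-sided permutation test over the 35 assignments of 3 and 4 libraries, whose smallest possible p is 0.0286. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used for the remaining steps.

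The limma procedure was tested on simulated data made from the means and spreads of the 11573 genes, with 200 genes changed and with added transcripts filling more of the simulated PC libraries. Of the 100 genes changed by 4 on the log2 scale, 83% were recovered, and of the 100 changed by 2, 39%. Of 11373 unchanged genes 4 were called. The median log2 fold change of unchanged genes was -0.01 after scaling and -0.88 without it. The changed genes were drawn from those of higher mean, so recovery of low genes was not tested. Each simulated gene had the same spread in both groups and varied independently of the other genes. In the data the MBC libraries were less alike than the PC libraries. The 4 calls therefore do not give the rate of false calls in these data.

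The groups, the tests, the alternatives, the gene lists and the rule for naming genes were set before the data were examined. The lists were the markers used for sorting, genes the study discusses as PC-associated, as low in PCs (PC-reduced) and as MBC-associated, regulators of B cells and PCs, surface markers the study used to divide germinal center (GC) B cells, textbook lists for proliferation, the secretory pathway, T cells, myeloid cells, erythroid cells, platelets and GC B cells, X-linked and Y-linked genes, and the bead target Spn. Ccr6 is among the genes on both the PC-reduced and MBC-associated lists, Cr2 is on the PC-reduced list and among the GC markers, and Bcl6 is a regulator and a GC B cell gene. Besides the lists, the text names the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes that were not immunoglobulin or predicted genes, had no overlap between the groups and had a mean of at least 1 scaled TPM in both. CT010467.1 and single V genes were singled out after their values were seen. The genes of 3 further lists used only in the closing observations (8 PC-specific, 8 GC-high and 8 GC-low genes) were chosen after the main results were seen and before the tests that use them. Of the genes on the lists, 3 are counted with their lists and are not reported singly here.

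The alternatives were a pseudocount of 0.1, all genes above 0 in at least 1 library, genes with a mean of at least 5 TPM, TPM as deposited, immunoglobulin genes removed with the rest rescaled, quantile normalization, a block for the replicate number or for the title code, only the libraries of the more frequent prefix, eBayes without the trend or with robust estimation, other thresholds for a call, and leaving out each library in turn. For the immunoglobulin share they were adding Jchain, using constant region genes alone, the title code and prefix settings and leaving out each library.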

Results

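Activated B cells leave the germinal center (GC) reaction as long-lived memory B cells (MBCs) or as antibody-secreting plasma cells (PCs). The comparison asks which transcripts separate these outcomes in splenic cells sorted 10 days after immunization. There were 3 MBC libraries and 4 PC libraries. Genes listed above 0 TPM numbered 12983, 11527 and 18061 in MBC replicates 1 to 3, and 14463, 16768, 14884 and 16138 in PC replicates 1 to 4. At 1 TPM, a transcript of 1 kb was represented by an estimated 6.23, 6.88 and 11.5 reads in the MBC libraries and by 14.6, 15.2, 9.38 and 16.4 reads in the PC libraries. The floor of 3 reads lay at 0.482, 0.436 and 0.262 TPM in the MBC libraries and between 0.183 and 0.32 TPM in the PC libraries. MBC replicates 1 and 2 were thus the shallowest at a given TPM, and their low genes are the least precise.

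Replicates differed in how alike they were. Across the 11573 tested genes, which are not independent replicates, Pearson's r of log2(scaled TPM + 1) was between 0.85 and 0.957 for the 6 pairs of PC libraries and between 0.675 and 0.687 for the 3 pairs of MBC libraries. MBC replicates 1 and 2 had r between 0.537 and 0.564 with the PC libraries. The library labelled MBC replicate 3 had r between 0.70 and 0.777 with them, above its r of 0.687 and 0.681 with MBC replicates 1 and 2. Those replicates had r of 0.675 with each other, so r among MBC libraries does not set the library labelled MBC replicate 3 apart. MBC replicates 1 and 2 were also the shallowest at a given TPM, and the effect of depth on r was not tested. Because of its r with the PC libraries, values without the library labelled MBC replicate 3 are given wherever it changed a call.

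The transcripts of the surface markers used for sorting were examined first. Sdc1, which encodes CD138, averaged 59.5 ± 12.7 scaled TPM (SD, n = 4) in PCs and lay at or under the floor in all 3 MBC libraries, which makes it at least 203-fold higher in PCs (limma, adjusted p = 5.4e-05). Ptprc, which encodes B220, was 1008 ± 499 scaled TPM (SD, n = 3) in MBCs and 289.7 ± 23.2 (SD, n = 4) in PCs, a log2 fold change of -1.67 (SE 0.38; limma, adjusted p = 0.0255). The Ptprc difference passed 0.05 when the library labelled MBC replicate 3 was left out (-2.07, adjusted p = 0.0032) and in none of the 6 fits that left out another library. Cd38 was 130.3 and 185.7 scaled TPM in MBC replicates 1 and 2, 6.77 in the library labelled MBC replicate 3, and 16.4 ± 4.82 (SD, n = 4) in PCs. Pdcd1lg2, which encodes CD273, was 43.3, 24.4 and 2.59 scaled TPM in MBC replicates 1 to 3 and 1.61 ± 1.45 (SD, n = 4) in PCs. Neither Cd38 (log2 fold change -1.77, limma, adjusted p = 0.292) nor Pdcd1lg2 (-2.82, adjusted p = 0.0905) differed between the groups with all 7 libraries. Both did without the library labelled MBC replicate 3, at -3.21 (adjusted p = 0.0015) and -3.82 (adjusted p = 0.0072). Ighd was 45.1 ± 38.4 scaled TPM in MBCs (SD, n = 3) and 26.2 ± 10.8 in PCs (SD, n = 4), a difference within the spread (limma, adjusted p = 0.768). Of these 5 genes, 2 had an adjusted p under 0.05 over all genes tested and 3 when adjusted over the list alone.

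Immunoglobulin heavy and light chain genes took 3.16%, 2.79% and 1.65% of the TPM in MBC replicates 1 to 3, and 55.9%, 53.1%, 51.2% and 49.4% in PC replicates 1 to 4. The means were 2.53% ± 0.791 (SD, n = 3) and 52.4% ± 2.78 (SD, n = 4), a difference of 49.9 percentage points (exact two-sided permutation test, p = 0.0286, the smallest the design allows; adjusted p = 0.0408 over 10 library measures). Counting constant region genes alone moved the difference most, to 25.6 percentage points. Within the title code prefix that holds most libraries the difference was 50.4 percentage points; with 2 MBC and 3 PC libraries it was not tested, and the other prefix has a single library per group.

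**Figure D1:**
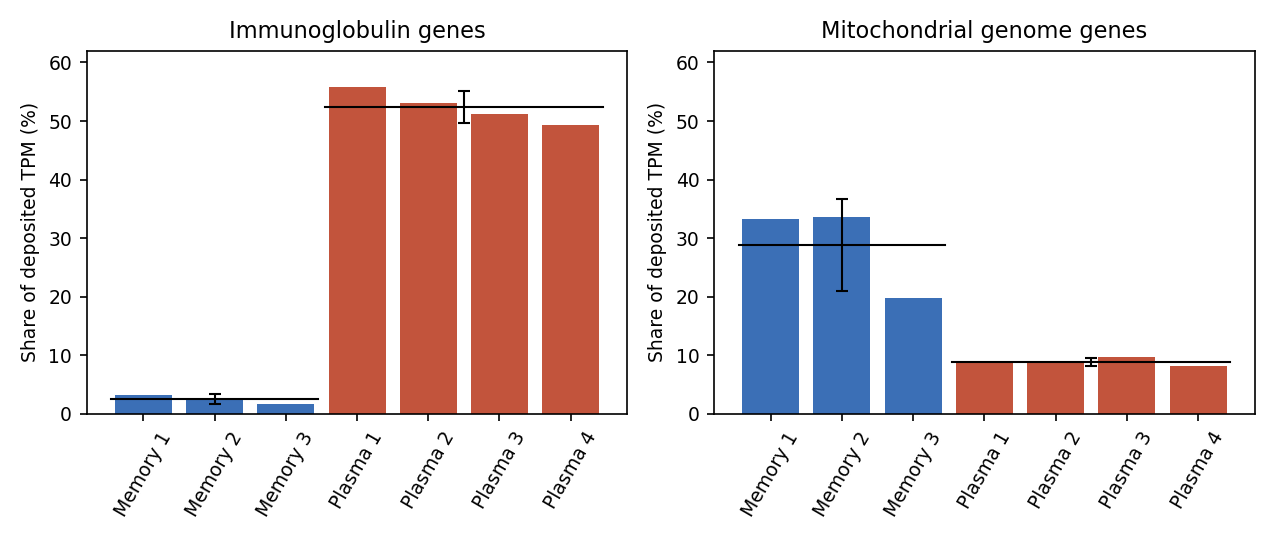
Share of the deposited TPM (%, vertical axis) taken by immunoglobulin genes (left) and genes of the mitochondrial genome (right) in each library, with MBC libraries in blue and PC libraries in red. Horizontal lines are group means and error bars the SD (n = 3 and n = 4); the immunoglobulin share is 1.65% to 3.16% in MBCs and 49.4% to 55.9% in PCs.

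Among heavy chain constant region genes, Ighm made up 46.0% ± 6.06 (SD, n = 3) of their TPM in MBCs and 50.1% ± 18.4 (SD, n = 4) in PCs, and Ighg1 33.4% ± 13.3 and 23.8% ± 11.7. Neither differed (exact permutation test, p = 0.686 and 0.343). Ighd fell from 1.19% ± 0.859 to 0.02% ± 0.012 of the constant region TPM with no overlap between the groups (exact permutation test, p = 0.0286, the smallest possible). Adjusted over the 8 constant region genes this p becomes 0.229 whatever the separation, so with these numbers of libraries the adjustment could not let a single gene pass and does not count against the fall. The fall is one of share and does not show fewer Ighd transcripts, because the other constant region genes rose in PCs. Ighm was at most 3591 TPM in MBCs and at least 24356 in PCs. Ighd itself overlapped, at 19.6 to 156 TPM in MBCs and 10.2 to 25.1 in PCs. The mitochondrial genome took 28.8% ± 7.89 of the TPM in MBCs (SD, n = 3) and 8.86% ± 0.704 in PCs (SD, n = 4; exact permutation test, p = 0.0286, adjusted p = 0.0408), with 19.7% in the library labelled MBC replicate 3 and 33.2% and 33.5% in the other MBC libraries. Most of it was mitochondrial ribosomal RNA, at 26.1% ± 6.42 of the TPM in MBCs (SD, n = 3) and 8.02% ± 0.528 in PCs (SD, n = 4). The other mitochondrial genes were not tested apart. CT010467.1 (ENSMUSG00000106106), annotated as ribosomal RNA, took 10.7% ± 5.49 in MBCs and 13.4% ± 1.72 in PCs, a difference within the spread (exact permutation test, p = 0.343). These shares are why the TPM was scaled: the scaling factors were 1.82, 1.48 and 2.05 in MBCs and between 0.636 and 0.813 in PCs.

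Of the 11573 genes tested, 742 were higher and 248 lower in PCs by limma. The higher genes included 190 immunoglobulin genes and 552 others, and the lower genes included 0 immunoglobulin genes. Of the 990 called genes, 988 had no overlap between the groups; over all tested genes this held for 21.7%, where chance gives 5.71%. Higher genes were 74.9% of the calls. The scaling moved this split most: with TPM as deposited there were 472 higher and 3018 lower genes, so 13.5% of the calls were higher, and the median log2 fold change of all tested genes was -0.91 in place of 0.14. With immunoglobulin genes removed and the rest rescaled, 47.7% of the calls were higher, and with quantile normalization 59.5%. Leaving out the library labelled MBC replicate 3 raised the counts to 1624 higher and 881 lower genes, of which 958 were among the 990 called with all libraries; none of the 990 changed direction.

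**Figure D2:**
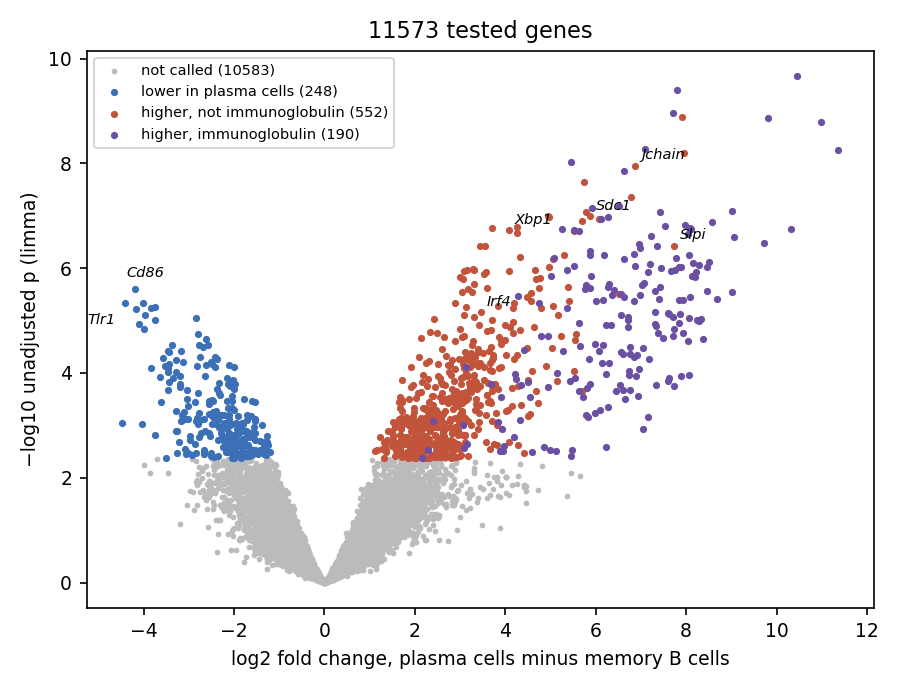
Each point is 1 of the 11573 tested genes, with the log2 fold change (PCs minus MBCs) on the horizontal axis and the -log10 of the unadjusted limma p on the vertical axis. Called genes are coloured: 248 lower in PCs (blue), 552 higher that are not immunoglobulin genes (red) and 190 higher immunoglobulin genes (purple), which reach the largest fold changes.

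The 5 highest fold changes that met the naming rule belonged to Slpi, Jchain, Creld2, Tent5c and Snord118. Slpi (ENSMUSG00000017002) rose from 20.4 ± 19.6 scaled TPM (SD, n = 3) to 4000 ± 2247 (SD, n = 4), a log2 fold change of 7.73 (SE 0.63; limma, adjusted p = 9.1e-05). Jchain (ENSMUSG00000067149), which joins antibody subunits into polymers, rose from 89.8 ± 40.7 to 10253 ± 2356 scaled TPM, a log2 fold change of 6.88 (SE 0.38; adjusted p = 1.2e-05). The log2 fold changes of Creld2, Tent5c and Snord118 were 6.52 (SE 0.68), 5.73 (SE 0.35) and 5.70 (SE 0.99). Snord118, a small RNA, was listed at 0 in MBC replicates 1 and 2 and at 20.1 scaled TPM in the library labelled MBC replicate 3. In so short an RNA 1 read is worth more TPM than in a transcript of 1 kb. The floor does not cover it, and its values and rank are uncertain. The 5 lowest belonged to Tlr1, Cd86, Fcer2a, Ciita and Cr2, with log2 fold changes of -4.42, -4.19, -4.17, -4.10 and -4.01. Cd86 fell from 115.8 ± 23.2 scaled TPM (SD, n = 3) to 5.68 ± 2.56 (SD, n = 4; limma, adjusted p = 2.7e-04). Ciita, the activator of MHC class II genes, fell from 57.9 ± 32.9 to 2.10 ± 0.361 scaled TPM (limma, adjusted p = 7.8e-04). All 10 genes kept their direction and an adjusted p under 0.05 in every alternative in which they were tested.

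Of the 6 regulators, 5 had an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. Prdm1 was 3.95 ± 5.30 scaled TPM in MBCs (SD, n = 3) and 103.3 ± 8.77 in PCs (SD, n = 4), a log2 fold change of 5.04 (SE 0.69; limma, adjusted p = 0.0017). Irf4 and Xbp1 were higher in PCs by 3.45 (SE 0.39) and 4.07 (SE 0.31) on the log2 scale. Pax5 and Bach2 changed by -3.46 (SE 0.60) and -2.08 (SE 0.34). Bcl6 did not differ (log2 fold change -1.24, limma, adjusted p = 0.252); it was 26.7 and 15.6 scaled TPM in MBC replicates 1 and 2, 104.7 in the library labelled MBC replicate 3 and 14.9 ± 4.09 in PCs (SD, n = 4).

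Genes that the study discusses as tied to PC and MBC fates were tested as lists in the sorted end populations. The 7 PC-associated genes had a median log2 fold change of 0.88 and did not stand apart (camera adjusted p = 0.677, fry adjusted p = 0.212). They went both ways: Socs2 was higher in PCs (2.50, SE 0.52; limma, adjusted p = 0.0162) and Cd40 lower (-2.47, SE 0.50; adjusted p = 0.0152), while Batf, Nfkbia, Myc, Id2 and Ccnd2 did not pass 0.05. Of the 7, 2 had an adjusted p under 0.05 over all genes tested and 3 adjusted over the list alone. Socs2 no longer passed without PC replicate 2 or without PC replicate 4 (adjusted p = 0.053 in both), with all genes above 0 tested (0.071) or within the more frequent prefix (0.0566), nor did Cd40 without PC replicate 2 (0.0576). The 5 PC-reduced genes were all lower in PCs, with a median of -3.76 (camera adjusted p = 7.3e-05, fry adjusted p = 0.0057). Cd83 fell from 135.5 ± 63.3 scaled TPM (SD, n = 3) to 8.62 ± 2.34 (SD, n = 4), a log2 fold change of -3.76 (SE 0.42; limma, adjusted p = 4.6e-04). Of the 5, 2 passed 0.05 over all genes tested and 4 adjusted over the list alone. Id3 passed 0.05 without MBC replicate 2 (-2.72, adjusted p = 0.0133) and with TPM as deposited (-2.90, adjusted p = 0.0297), and not with all libraries (-1.79, adjusted p = 0.181).

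All 8 MBC-associated genes were lower in PCs on average, with a median of -2.04 (camera adjusted p = 6.6e-04), but the list did not pass under fry (adjusted p = 0.212). The library labelled MBC replicate 3 decided this. It had the lowest value of the MBC libraries for 8 of the 8 genes: Ccr6 was 107.6 and 135.7 scaled TPM in MBC replicates 1 and 2 but 2.26 in it, against 1.64 ± 0.942 in PCs (SD, n = 4). With it, 2 of the 8 genes (Pecam1 and Hhex) had an adjusted p under 0.05 over all genes tested and 4 adjusted over the list alone. Without it, all 8 did, the median was -3.22, and both tests passed (camera adjusted p = 1.3e-07, fry adjusted p = 2.1e-04). Without MBC replicate 1 the median was -1.31 (camera adjusted p = 0.0111). Pecam1 lost its call in each of the 6 fits that left out another library, with adjusted p between 0.0739 and 0.109, and Hhex in 5 of them.

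**Figure D3:**
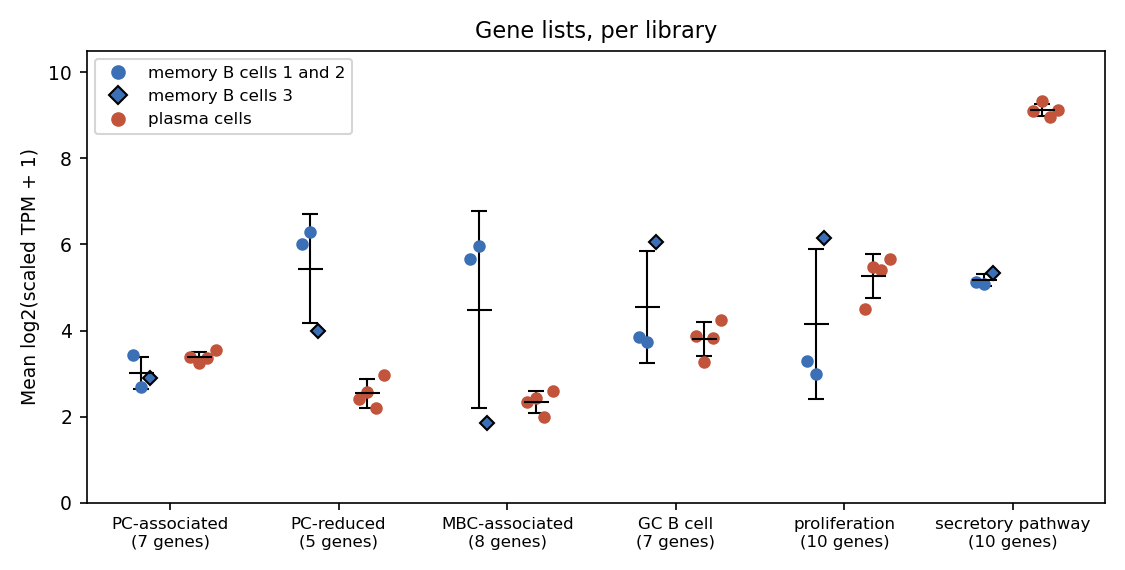
Mean log2(scaled TPM + 1) over the genes of 6 lists (vertical axis) in each library, for MBC replicates 1 and 2 (blue circles), the library labelled MBC replicate 3 (blue diamonds) and the PC libraries (red circles), with group means and SD (n = 3 and n = 4). On the MBC-associated list the diamond stands at 1.85, below the other MBC libraries at 5.66 and 5.95.

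The 10 proliferation genes had a median log2 fold change of 1.05 and passed neither test (camera adjusted p = 0.113, fry adjusted p = 0.299), with 0 of 10 genes under an adjusted p of 0.05, over all genes tested or adjusted over the list alone. Again 1 library decided the value: Mki67 was 41.2 and 62.02 scaled TPM in MBC replicates 1 and 2, 268.8 in the library labelled MBC replicate 3 and 202.8 ± 23.9 in PCs (SD, n = 4). Without that library the median was 1.82 (camera adjusted p = 3.2e-04, fry adjusted p = 0.0042) and 7 of the 10 genes passed. The medians without MBC replicate 1 and without MBC replicate 2 were 0.55 and 0.41, and without PC replicate 1 the median was 1.29 (camera adjusted p = 0.0461). The 10 secretory pathway genes were all higher in PCs, with a median of 3.48 (camera adjusted p = 5.1e-14, fry adjusted p = 5.4e-07), and 10 of 10 passed, over all genes tested and adjusted over the list alone. Hspa5, an endoplasmic reticulum chaperone, rose from 185.9 ± 17.8 scaled TPM (SD, n = 3) to 2032 ± 165.7 (SD, n = 4), a log2 fold change of 3.44 (SE 0.28; limma, adjusted p = 9.1e-05).

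Of the 5 GC surface marker genes, 3 (Cd86, Fcer2a and Cr2) were lower in PCs, with an adjusted p under 0.05 both over all genes tested and adjusted over the list alone. Cxcr4 (log2 fold change 0.86, limma, adjusted p = 0.377) and Cd69 (0.27, adjusted p = 0.815) did not differ; without the library labelled MBC replicate 3, Cd69 changed sign to -0.36 (adjusted p = 0.615). Among the 7 GC B cell genes, Mybl1 alone passed over all genes tested and adjusted over the list alone (log2 fold change -2.30, SE 0.41; limma, adjusted p = 0.0075). Spn, the gene of the bead antigen CD43, was 5.32 ± 3.62 scaled TPM in MBCs (SD, n = 3) and 19.4 ± 6.16 in PCs (SD, n = 4; log2 fold change 1.80, limma, adjusted p = 0.0709 over all genes tested and adjusted p = 0.0074 as the only gene of its list); without MBC replicate 2 it passed (2.19, adjusted p = 0.0305). Xist was present in all 7 libraries and the 4 Y-linked genes were listed at 0 in all of them, as the label female requires. Whether Xist differed between the groups depended on the setting. With all libraries its log2 fold change was -0.90 (limma, adjusted p = 0.135 over all genes tested and adjusted p = 0.0226 over its list, where it was the only gene tested). It passed 0.05 without the library labelled MBC replicate 3 (-1.15, adjusted p = 0.0285), with immunoglobulin genes removed (-1.19, 0.039), with quantile normalization (-1.71, 0.0127) and with TPM as deposited (-2.22, 0.0016).

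The lists of other cell types tested for foreign RNA. Of the 8 T cell genes 4 could be tested, and 2 were higher in PCs: Cd28, at 52.1 ± 6.80 scaled TPM (SD, n = 4) and at or under the floor in the MBC libraries, was at least 177-fold higher (limma, adjusted p = 5.6e-05), and Cd3e was 0.219 ± 0.380 in MBCs and 10.6 ± 4.59 in PCs (limma, adjusted p = 0.0081). Both also passed adjusted over the list alone. No gene passed in either way among the 5 myeloid genes tested or the 5 erythroid genes tested. Without the library labelled MBC replicate 3, Csf1r passed among the myeloid genes (-1.72, adjusted p = 0.0405). None of the 4 platelet genes reached the minimum for testing.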

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

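The tests in this part were chosen after the results were seen. Among 94 results examined in the PC group, 7 had a library whose gap to the nearest of the other 3, divided by the whole range, exceeded the critical value of the Dixon test for 4 samples at 0.05, where about 4.7 would by chance (MBCs, with 3 libraries, were not examined). A binomial test at 1 in 20 gave a one-sided p of 0.191, so the number of such gaps argues for no further cause. A low depth of the far library was also weighed: the shallowest PC library, replicate 3, accounts for 1 of the 7 gaps, which argues against it for most of them.

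PC replicate 4 held 3 of the gaps. CT010467.1, a ribosomal RNA gene, took 15.97% of its TPM and between 12.3% and 12.8% in the other PC libraries. The library labelled MBC replicate 3, whose title has the same prefix, was also the highest of its group at 17.04%, against 7.29% and 7.80%. A difference in ribosomal RNA removal or amplification between the batches that the prefix may mark would give this. Chance puts both libraries of a prefix at the top of their groups with a probability of 0.0833. This is too low here, because the gene was examined after PC replicate 4 had been flagged as the highest. A batch and a coincidence cannot be told apart with a single library of this prefix per group. Il9r was 2.73 scaled TPM in PC replicate 4 and at most 0.406 in the others, and Cd28 was 41.9 scaled TPM against 55.2 to 55.7. No explanation was tested for these beyond depth and the chance rate, and the gap of Cd28 owes its size to 3 nearly equal values.

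In PC replicate 1, Cdk1 was 4.00 scaled TPM and between 35.01 and 39.6 in the other PC libraries. Of the other 9 proliferation genes 7 were lowest in the same library, where about 2.25 would be by chance were the genes independent, which they are not. A smaller share of dividing cells in this sample may therefore be a source of the gap; a biological difference between animals and a difference in sorting both stay open. Top2a and Mki67 do not follow this pattern and speak against it: Top2a was highest in PC replicate 1, at 129.7 scaled TPM against 104.2 to 122.1, and Mki67 was 190.0 there. The gap of Mki67 lay in PC replicate 3, at 238.4 scaled TPM against 187.7 to 195.2. Cxcr4 was 127.8 scaled TPM in PC replicate 1 and between 56.0 and 66.1 in the other PC libraries. Alas2, an erythroid gene, was 2.57 scaled TPM in PC replicate 2 and at most 0.307 in the others, a low value in all of them. No biological explanation was tested for the gaps of Mki67, Cxcr4 and Alas2.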

How the results depend on the processing

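The immunoglobulin share kept its direction under each alternative, with differences from 48.7 to 50.9 percentage points across the 7 calculations that each left out one library, 50.4 within the more frequent title code prefix, 50.6 with Jchain added and 25.6 for constant region genes alone. The medians of the PC-reduced, MBC-associated and secretory pathway lists kept their direction and a camera adjusted p under 0.05 under every alternative run. Their highest camera adjusted p were 0.0089, 0.0371 and 7.0e-10. Across the 7 fits that left out one library, the medians ran from -3.91 to -2.90, from -3.22 to -1.31 and from 3.41 to 3.76. The MBC-associated list is less secure than camera alone makes it look, since fry did not pass with all libraries (adjusted p = 0.212). Values of fry are given only with all libraries and without the library labelled MBC replicate 3. The 2 eBayes alternatives could not change camera, which does not use that step.

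The counts of called genes depended on the scaling, the libraries used, the genes tested, a replicate block and the adjusted p threshold. The most lower genes came with TPM as deposited (3018) and the fewest with the block by replicate number (60). Against 742 higher and 248 lower genes, TPM as deposited gave 472 and 3018, with a median log2 fold change of all tested genes of -0.91. This follows from the construction of TPM, since immunoglobulin transcripts fill 52.4% of the PC libraries, and changes on that scale should be read against the median. Of the 990 called genes 712 were still called there, and 5 had the opposite sign. Removing immunoglobulin genes and rescaling gave 395 and 433 genes; 190 of the higher genes had been removed by construction, and the median of all genes was -0.11. Quantile normalization gave 460 lower genes. Testing all 21326 genes above 0 in at least 1 library gave 437 and 123, an adjusted p under 0.01 gave 390 and 73, and the more frequent title code prefix alone gave 448 lower genes. Across the 7 fits that left out one library, the higher genes ran from 456 to 1624 and the lower genes from 93 to 881. Among these 7 fits the lowest counts came without PC replicate 2, and the highest without the library labelled MBC replicate 3. The causes were not tested except where stated.

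A replicate block by the replicate number gave 390 higher and 60 lower genes, and a block by the title code 434 and 83. Of these calls 442 and 501 were among the 990 called without a block. Whether numbers or codes pair the libraries was looked at with correlations of deviations from the group means, over 11346 genes other than immunoglobulin genes. They were 0.10, -0.04 and -0.09 for same-numbered libraries and 0.10, -0.01 and 0.23 for libraries of the same code. Libraries of different codes ran from -0.175 to 0.146. The 0.23, of the library labelled MBC replicate 3 and PC replicate 4, was thus the highest of all pairs. No test was run on these values, and pairing by code stays open. Among the single genes, Ptprc, Socs2, Cd40, Pecam1 and Cd3e no longer passed 0.05 with either block, nor did Bach2 with the block by replicate number. For the immunoglobulin share, the mean difference within shared codes was 49.6 percentage points.

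The PC-associated list did not pass camera under any alternative (adjusted p from 0.535 to 0.91), and its median became -0.29 with genes at a mean of at least 5 TPM. It ran from 0.51 to 0.98 with one library left out. The proliferation list became 1.73 (camera adjusted p = 7.0e-04) within the more frequent prefix, ran from 0.41 to 1.82 with one library left out, and was -0.24 with TPM as deposited (over all alternatives, camera adjusted p from 3.2e-04 to 0.663). Relative to the shift of -0.91 under that setting, the list stayed above the median gene.

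Of 1424 comparisons of 80 single genes with an alternative, 34 changed sign, 39 came to pass 0.05 and 38 no longer passed. None of the 34 passed 0.05 with all libraries or under the alternative that changed its sign. With TPM as deposited, Cd38, Pdcd1lg2, Myc, Id3, Ccr6, Il9r, Gpr183, Bcl6, Rgs13, Mpeg1 and Xist came to pass as lower in PCs. With all genes above 0 tested, Ptprc, Socs2, Pecam1 and Hhex no longer passed. Among the genes that changed sign, with TPM as deposited the log2 fold change was -0.44 for Cxcr4, -0.97 for Cd69, -0.13 for Mki67, -0.66 for Top2a, -0.34 for Ccnb1, -1.01 for Aurkb, -1.22 for Bub1, -0.64 for Tpx2, -0.44 for S1pr2 and -0.16 for Gcsam. With immunoglobulin genes removed it was -0.013 for Aurkb and -0.25 for Bub1. Bub1 was also -0.086 with quantile normalization and -0.12 with the block by replicate number. Within the more frequent prefix Cd69 was -0.18. Across the fits that each left out one library, the values ran from -1.22 to 0.27 for Ighd, -1.06 to 0.10 for Batf, -2.05 to 0.15 for S1pr1, -0.36 to 0.69 for Cd69, -0.36 to 0.84 for Aurkb, -0.39 to 0.59 for Bub1, -1.28 to 0.87 for Lyz2, -3.29 to 1.48 for Hbb-bs, -3.68 to 0.018 for Hbb-bt, -3.77 to 1.26 for Hba-a1, -4.26 to 0.48 for Hba-a2, -0.84 to 1.83 for S1pr2 and -0.56 to 1.92 for Gcsam. Except for the construction of TPM as deposited, the causes were not tested.

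Depth limits the low genes of MBC replicates 1 and 2 most, where the floor of a 1 kb transcript lay at 0.482 and 0.436 TPM.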

Other observations

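The tests in this part were chosen after the main results were seen; only the values of 16 further GC genes and the split counts for the gene lists were unseen when their tests were written down. Other splits of the 7 libraries into 3 and 4 were used to ask how often regrouping gives results as large. For the count of higher genes and for the count of lower genes, 1 of the 35 splits, the real one, gave as many, and the most calls another split gave was 10, against 990. Every other split mixes MBC and PC libraries, which moves the difference between the groups into the spread. Such splits could give few calls, so the counts are a weak test. For the medians of the PC-associated, PC-reduced and secretory pathway lists, 1 of the 35 splits, the real one, was also as far from 0. For the PC-associated list this does not show a shift of the list, since 4 of its genes were higher and 3 lower in PCs. That list passed neither camera (adjusted p = 0.677) nor fry (adjusted p = 0.212). For the MBC-associated list 6 of the 35 splits gave a median as far from 0, and for the proliferation list 10 of the 35, so these medians do not stand apart from regroupings of the libraries. Both lists are those on which the library labelled MBC replicate 3 lies far from the other MBC libraries.

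The library labelled MBC replicate 3 lacked transcripts that the label calls for and held those of another B cell state. It was lowest of the MBC libraries for 8 of 8 MBC-associated genes and highest for 7 of 7 GC B cell genes and 10 of 10 proliferation genes. S1pr2 was 43.7 scaled TPM against 8.36 and 0.0404, and Mybl1 336.2 against 164.7 and 197.3. Shallow sequencing is argued against by its 18061 genes above 0, the most of the 7 libraries. Plasma cells in the sample are argued against by its immunoglobulin share of 1.65%, the lowest of all. A minority of other cells among memory B cells is argued against by the median ratio of 0.0578 of the 8 MBC-associated genes to the mean of the other MBC libraries, with a highest ratio of 0.109, since a minority would leave most of each signal in place.

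A candidate explanation is that most cells in this library were GC B cells. It was tested on 8 genes that GC B cells hold at high levels and 8 they hold at low levels, written down before their values were looked at, none of which is on the first list. In this library 14 of the 16 were at the foreseen extreme of the MBC libraries, where about 5.3 would be by chance were genes independent: 6 of 8 GC-high genes were highest and 8 of 8 GC-low genes lowest. Nuggc was 50.0 scaled TPM against 5.61 and 0.991, and Bcl2 0.663 against 24.8 and 64.3; Plxnb2 and Tifa did not follow. PCs also express some GC-high genes, with Eaf2 between 154.1 and 268.2 scaled TPM. Whether this came about in the gate or in the labelling was not tested, and recently activated cells or a difference between animals stay open. A batch marked by the title code also stays open: PC replicate 4, of the same code, was shifted by 0.34 on the MBC-associated list where the library labelled MBC replicate 3 was shifted by -3.95, but 1 library per group and near-floor levels in PCs mean that a batch acting on MBCs alone and a difference in cells cannot be told apart.

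Haemoglobin transcripts stood out in MBC replicate 2, with Hbb-bs at 1759 scaled TPM and Hba-a1 at 1109, against at most 59.9 and 12.7 in the other libraries. Residual red cells or their precursors may be the source. Of the 4 other erythroid genes 3 were highest in that library, Hba-a2 at 1310, Hbb-bt at 317.6 and Alas2 at 28.9 scaled TPM. Without that library the log2 fold change of Hbb-bs was 1.48, in place of -1.28. Globin genes are near-identical copies, so how their reads were divided is uncertain. No explanation other than red cells or their precursors was tested.

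Cd28, usually named as a T cell gene, was 52.1 scaled TPM in PCs. T cells in the sorted PCs would bring their other abundant transcripts, but the other 7 T cell genes stood at a median ratio of 0.0363 to Cd28 and at most at 0.203, for Cd3e, with Cd3d at 0.83 and Cd3g at 1.34 scaled TPM. This argues against T cell RNA as the source of most of the Cd28 signal. Expression by PCs themselves is a candidate explanation, as a hypothesis; a shared antisense or overlapping gene was not tested.

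The mitochondrial share was higher in MBCs. Since immunoglobulin transcripts dilute all others in PCs, the share was recomputed without them. It was then 34.3% and 34.5% in MBC replicates 1 and 2, 20.1% in the library labelled MBC replicate 3 and from 15.99% to 20.1% in PCs (exact two-sided permutation test, p = 0.0571). Dilution as the whole cause and a difference between the cell types cannot be told apart, because the library labelled MBC replicate 3 overlaps the PCs. Most of the mitochondrial share was ribosomal RNA, so it does not show a difference in mitochondrial protein-coding genes.

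MBC replicate 1 and PC replicate 1, which share a title code, shared dominant V genes. Igkv5-39 made up 32.9% of the V gene TPM in MBC replicate 1 and 28.6% in PC replicate 1, against at most 7.70% in the other libraries, and Ighv1-59 made up 12.6% and 5.71%, against at most 0.361%. Expanded clones in a shared animal would give this, but so would RNA carried between samples. RNA carried over would bring each abundant PC transcript at no less than the same percent, so a PC-specific gene far below that percent speaks against it and a gene above it does not speak for it. This was tested with 8 such genes: Igkv5-39 in MBC replicate 1 stood at 5.65% of its TPM in PC replicate 1, while the 8 genes had a median of 0.816%, with Jchain at 2.16%, Slpi at 1.57%, Creld2 at 0.0587% and Sdc1, Fkbp11 and Tnfrsf17 at 0% (Tnfrsf17, low in PCs, would lie near the floor). Mzb1, at 5.45%, and Derl3, at 17.1%, were close to it or above it. The comparison was first computed with the highest of the 8 genes and was changed to the median, the measure worded in the test, after the values had been seen. The low genes by themselves argue against carried RNA as the whole source, so the answer does not rest on the median. A wider test gave a negative result. Over 214 V genes, the mean correlation of deviations within the 3 shared codes was 0.0849, and 25% of the 24 possible assignments of codes gave a mean at least as high (exact one-sided permutation test, p = 0.25; the smallest possible is 0.0417). The data therefore do not show that title codes mark a shared source beyond this pair.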
